# *Mu killer*-Mediated and Spontaneous Silencing of *Zea mays* Mutator Family Transposable Elements Define Distinctive Paths of Epigenetic Inactivation

**DOI:** 10.3389/fpls.2012.00212

**Published:** 2012-09-13

**Authors:** David S. Skibbe, J. F. Fernandes, Virginia Walbot

**Keywords:** transposon, mutator, *Mu killer*, anther, maize, splicing

## Abstract

*Mu killer* contains a partial inverted duplication of the *mudrA* transposase gene and two copies of the terminal inverted repeat A (TIRA) region of the master *MuDR* element of maize. *Mu killer* can effectively silence single copy *MuDR/Mu* lines, and it is proposed that a ∼4 kb hairpin RNA is generated by read through transcription from a flanking gene and that this transcript serves as a substrate for siRNA production. *Mu killer* was sequenced, except for a recalcitrant portion in the center of the locus, and shown to be co-linear with *mudrA* as originally proposed. The ability of the dominant *Mu killer* locus to silence a standard high copy number *MuDR/Mu* transposon line was evaluated. After two generations of exposure, about three quarters of individuals were silenced indicating reasonable effectiveness as measured by the absence of *mudrA* transposase transcripts. *Mu killer* individuals that effectively silenced *MuDR* expressed two short antisense transcripts. In contrast, *Mu killer* individuals that failed to silence *MuDR* expressed multiple sense transcripts, derived from read through transcription initiating in a flanking gene, but no antisense transcripts were detected.

## Introduction

*MuDR/Mu* comprise the mutator family of maize Class II transposable elements (reviewed in Lisch, 2002; Walbot and Rudenko, 2002). These high copy number elements are very effective mutagens, because they target RNA Polymerase II transcription units (Fernandes et al., 2004); *MuDR/Mu* in active mutator lines increase the forward mutation frequency 50–100-fold per locus (Walbot and Rudenko, 2002). *MuDR* contains two convergently transcribed genes: *mudrA* encodes transposase and *mudrB* encodes a protein of unknown function. Transcripts of both genes are subject to alternative splicing, which results in multiple protein isoforms (Walbot and Rudenko, 2002). The diverse elements share ∼215 bp terminal inverted repeats (TIRs) within which there is a highly conserved MURA transposase binding site in all mobile *Mu* (Benito and Walbot, 1997) and the gene promoters (Raizada et al., 2001a,b). A key feature of the family is the high copy number of ∼50–100 mobile *Mu* elements in active mutator plants. Utilizing replicative transposition in which parental transposon locations are preserved, *MuDR/Mu* elements double in copy number late in the lifecycle by inserting throughout the genome. Consequently, progeny of an outcross to a non-mutator line have about the same number of elements as the mutator parent (Alleman and Freeling, 1986; Walbot and Warren, 1988).

When *MuDR/Mu* copy number increases substantially, as after self-pollination, the likelihood of transposon silencing increases (Robertson, 1986; Walbot, 1986). Historically *Mu* element silencing was followed using visible phenotypes, either loss of somatic excision from mutable alleles, for example the switch from spotted to colorless kernels (Robertson, 1986; Walbot, 1986), or by activation of gene expression at a locus suppressed by a nearby *Mu* insertion, for example converting pale green to darker leaf pigmentation (Martienssen et al., 1990). Molecular assays for silencing include DNA methylation within *Mu* elements (Chandler and Walbot, 1986) and decreased *mudrA* transposase transcripts (Rudenko et al., 2003). Although some individuals switch abruptly from an active to inactive status, in many cases loss of *Mu* element insertion and excision occur over a span of time. Silencing is progressive, both within the sequential organs of a developing plant (Martienssen et al., 1990) and over several generations (Takumi and Walbot, 2007). The trigger for silencing other than the correlation with high *MuDR/Mu* copy number has been difficult to define, although there are clearly separable steps for imposition and maintenance of silencing (Woodhouse et al., 2006).

The stochastic appearance and incomplete penetrance of silencing have been barriers to establishing the specific components of the silencing machinery. All maize lines contain defective *hMuDR* elements (Rudenko and Walbot, 2001) that generate both sense and antisense transcripts, however, these elements are insufficient to direct silencing efficiently in crosses with active mutator individuals. Similarly introduction of antisense transgenes is not an efficient silencing method (Kim and Walbot, 2003). In an unusual single copy *Mu1* plus single copy *MuDR* line, called minimal mutator (Lisch et al., 1995), spontaneous silencing is exceedingly rare (Lisch and Freeling, 1994). This permitted detection of a newly arisen dominant factor, *Mu killer* (GenBank accession: DQ011286), that could swiftly silence the minimal mutator system (Slotkin et al., 2003). The *Mu killer* locus has an internally deleted and partially duplicated *MuDR* element (Figure 1); the two TIRs are both derived from the *mudrA* adjacent element end and there are two partial copies of *mudrA* that terminate in an inverted duplication. The precise DNA sequence of *Mu killer* has not been reported. It is hypothesized that transcripts containing the inverted *mudrA* duplicated region form fold back RNA that is processed into small interfering RNAs that direct silencing of the single *MuDR* in the line (Slotkin et al., 2005).

**Figure 1:**
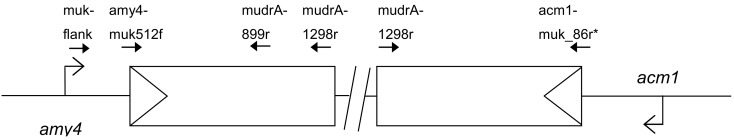
**Schematic of the *Mu killer* locus and the two flanking maize genes *amy4* and *acm1***. The triangles indicate the TIRA sequences. Primers used in the analysis of *Mu killer* genomic DNA and RT-PCR products are indicated.

We have reported a transcriptomic and proteomic comparison of anthers from sister lines that remained active or were recently fully silenced. In standard, high copy number active mutator lines the transcriptome is altered ∼25% in comparison to the silenced line, including activation of stress pathways (Skibbe et al., 2009), indicating that mutator activity has a major impact on the host without disrupting normal anther development. In the current study we sought to determine if *Mu killer* could silence a standard high element copy number mutator line, because these lines are non-responsive to ectopically expressed antisense RNA (Kim and Walbot, 2003). Second, if *Mu killer* can invoke silencing in such lines is the impact on the transcriptome similar to what occurs during spontaneous silencing? Third, we wished to better define the structure of *Mu killer* as an aid to understanding the structure of predicted RNA transcripts that might be mechanistically involved in *MuDR/Mu* silencing.

## Materials and Methods

### Genetic materials

A *Mu killer*, *a1-mu1//a1* single copy *MuDR* minimal mutator stock was obtained from Damon Lisch. This line was maintained by crossing to an *a1* minimal mutator line or to an *a1* tester grown at Stanford CA or on Moloka’i HI. High copy *MuDR/Mu* lines with *bz2-mutable* alleles were described previously (Skibbe et al., 2009). The crossing program for evaluating the capacity of the *Mu killer* line to silence the high copy number lines is presented in Figure 2.

**Figure 2:**
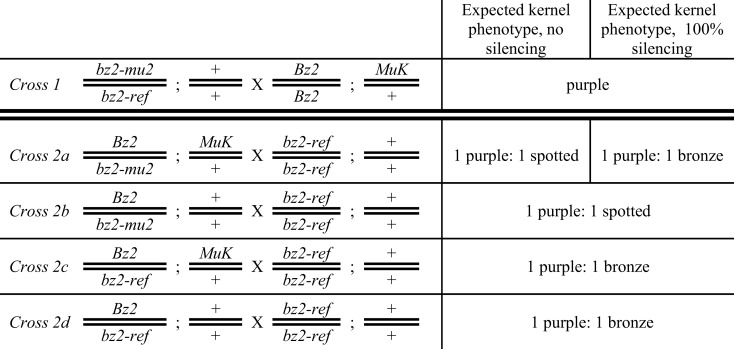
**Crossing scheme to test for *Mu killer*-induced silencing of a high copy mutator line**. Half of the progeny ears contain the bz2-mu2 reporter allele and are expected to segregate 1:1 purple:spotted (Crosses 2a and 2b); the other half (Crosses 2c and 2d) lack the reporter allele and are expected to segregate 1:1 purple:bronze. Mu killer is segregating 1:1 in Crosses 2a and 2c.

### Sequencing *Mu killer*

The *Mu killer* locus was PCR amplified in two halves (Figure 1). A 1.8 kb amplicon was obtained for the “left” half using the muk-flank (5′ CCTTTGGTCAGTTCGGTTATCTCTG 3′) and *mudrA*-1298r (5′GCACCCATTTGTGGTTTCTT 3′) primers. A 1.3 kb amplicon was obtained for the “right” half using the *acm1-Mu killer* chimeric primer acm1-muk_86r (5′ CCCCTACTTGTTGTTGAGATAATTG 3′) and mudrA-1298r primer. Genomic DNA targets were amplified in a 25 μl reaction using 20 ng genomic DNA as template, 0.5 μM of each primer, 2 mM MgSO_4_, 0.2 mM dNTPs, 1× *HiFi* Buffer, and 1 unit *HiFi Platinum Taq* (Invitrogen Life Science, Carlsbad CA, USA) per reaction under the following conditions: 94°C for 2 min followed by 35 cycles of 94°C for 30 s, 60°C for 45 s, and 72° for 1.5 min; there was a final extension at 72°C for 10 min. The left and right *Mu killer* amplicons were purified using the Qiagen (Valencia, CA, USA) PCR Purification Kit, TOPO subcloned, and sequenced using M13 forward and M13 reverse primers. The *Mu killer* sequence segments were assembled and validated by replicate sequencing and are available under GenBank numbers JX067398 (left half) and JX067399 (right half).

### Genotyping

Genomic DNA was extracted from adult leaf tissue using the CTAB method of Rogers and Bendich (1985). Genotyping was performed using the PCR parameters described above. Target, amplicon size, and corresponding primer pairs are: *Mu killer*, 0.7 kb amplicon with the muk-flank (5′ CCTTTGGTCAGTTCGGTTATCTCTG 3′) and mudr-219r (5′ AGGAGAGACGGTGACAAGAGGAGTA 3′) primers; *bz2-mu2*: 0.2 kb amplicon with the bz2-637f (5′ CAGAGAGGTGCCAACAGAAGT 3′) and Mu-TIR (5′ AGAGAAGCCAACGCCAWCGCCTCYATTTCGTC 3′) primers.

### RNA analysis

Total RNA was extracted from either whole spikelets containing 1 mm (pre-meiotic) to ∼2 mm (late prophase I meiotic stage) anthers or dissected 1–2 mm anthers using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. RNA quantity and quality were assessed with the Quant-iT RiboGreen RNA Assay Kit (Invitrogen) and agarose gel electrophoresis, respectively. Approximately 1 μg of total RNA was treated with DNase I and reverse transcribed into cDNA with an oligo(dT) primer using the SuperScript III Reverse Transcription system (Invitrogen) as per manufacturer’s instructions. Approximately 20 ng cDNA was used as template for RT-PCR. Target, expected amplicon size, and corresponding primer pairs are: *Mu killer*, 0.5 and 0.7 kb amplicons with the muk-flank (5′ CCTTTGGTCAGTTCGGTTATCTCTG 3′) and mudr-219r (5′ AGGAGAGACGGTGACAAGAGGAGTA 3′) primers; 0.5 kb (spliced) and 0.6 kb (alternatively spliced) *mudrA* with the mudrA-2345f (5′ AGGAATGGCAACACACTGGGAAAC′ 3′) and mudrA-2938r (5′ TTCAGTGACTTCCTCTGCTACGTC 3′) primers; and *tubulin6* (a DNase I control transcript), 0.5 kb (cDNA) with the tub6-475f (5′ AGTATGCCACTCCCTTGGTG 3′) and tub6-979r (5′ GGCACACATCATGTTCTTGG 3′) primers. Other primers used to amplify *Mu killer* were: amy-muk512f (5′AGTCCAGTCCGAGATAATTGC 3′) and mudrA-899r (5′ TTGTCCGTATCCAAACTTCCCT 3′). PCR amplification parameters were identical to those described above. PCR products were resolved on a 2% agarose/TBE gel stained with ethidium bromide.

### Transcriptome profiling

Individuals from ears segregating for mutator active and siblings silenced by *Mu killer* were used as generated from Cross 2 (Figure 2). Spotted (mutator active) or bronze (*Mu killer*) kernels were selected and grown in Stanford, California in summer 2008, and the presence or absence of *Mu killer* was confirmed via PCR on genomic DNA. Anthers were staged from the upper florets and then dissected onto dry ice and stored at −80°C. Total RNA was extracted from four biological replicates of mutator active and *Mu killer* anthers (15–20 anther sample size) and quantified and qualitatively assessed as described above. DNase I-treated total RNA (1 μg) was amplified and labeled with either Cy3 or Cy5 using a Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies, Santa Clara, CA, USA). Eight hundred twenty-five nanograms of each labeled cRNA was hybridized for 17 h at 60°C on a 4 K × 44 K Agilent *in situ* synthesized oligonucleotide platform along with spike-in controls for calculating target RNA concentrations. Data acquisition, image processing, spot flagging and removal, and normalization were performed as described in Skibbe et al., 2009. Probes were considered “on” if fluorescence values were greater than a cutoff of 2.6 SD above the average background for all four replicates. Probes with only three replicates above the cutoff were also considered “on” if the average intensity was above the median for the set of probes with only three replicates above the cutoff. All microarray data associated with these experiments are available at GEO^1^ under the series accession number GSE38314.

## Results

### *Mu killer* transcriptional silencing of *MuDR* in high copy lines is relatively efficient but incomplete

*Mu killer* acts as a dominant locus that effectively silences the minimal mutator system (Slotkin et al., 2003); based on the presence of a large inverted duplication of ∼1300 bp of the *mudrA* gene (Figure 1), it is hypothesized that *Mu killer* encodes a large fold back, double-stranded RNA transcript directing *MuDR* silencing by targeting transposase-encoding *mudrA* transcripts. *Mu killer* effectiveness in standard, high copy number mutator lines has not been reported. To address this question, a line with a single copy of *Mu killer* in a *Bz2* line was crossed (Cross 1) to a high copy mutator *bz2-mu2*//*bz2-ref* spotted kernel line that has been demonstrated to have both a high forward mutation frequency and a large impact on the transcriptome of developing maize anthers (Skibbe et al., 2009). When the mutator system is active, late somatic excision from the *bz2-mu2* reporter allele results in fine purple spots on a beige (bronze) background; when mutator activity is silenced, kernels are uniformly bronze. After Cross 1 all progeny have purple seed, requiring genotyping to identify the *Mu killer* carriers. As expected, all these individuals were also carriers of the *MuDR/Mu* transposon system. Because *Mu killer-*mediated silencing occurs most effectively when *Mu killer* is inherited through the female parent, an additional cross was performed by a *bz2* tester strain. If *Mu killer* is highly effective, then the expectation was that half of the progeny ears would segregate 1:1 purple:bronze and half of the progeny ears would be fully bronze. Among the fully bronze cohort, there are four classes. Two of the classes lack the *bz2-mu2* reporter gene and will be bronze only, independent of *Mu killer*. Classes 2a and 2b (Figure 2) inherit the *bz2-mu2* reporter allele; both of these classes were exposed to *Mu killer* in the previous generation and one class retains *Mu killer* (Class 2a, segregating 1:1 in the progeny).

In Crosses 2a and 2b, ears contained the expected 50% purple kernels, but the remaining kernels were a mixture of spotted (active mutator) and bronze (loss of mutator activity). The mutator system can silence spontaneously, and there is a very wide variation in this frequency and in the percentage of spotted kernels during progressive spontaneous silencing (Takumi and Walbot, 2007). Therefore, interpreting loss of the somatic kernel phenotype is problematic. Instead, we conducted a molecular test independent of the spotted kernel phenotype to assess the ability of *Mu killer* to eliminate *mudrA* transcripts. Plants were grown from bronze kernels of Cross 2a (*Mu killer* carrier parent), using genotyping to pick plants that inherited *Mu killer*, to compare to plants derived from spotted kernels of the parental *bz2-mu2/bz2* active mutator line. Anthers were chosen for analysis because they are the final organs differentiated and thus represent the location most likely to experience silencing.

The selected primers span the third intron of *mudrA*; this region of *MuDR* is absent from the *Mu killer* locus. The primers amplify a single genomic DNA band (Figure 3, lane g); however, near-complete splicing of the third intron, as expected (Hershberger et al., 1995), generated a smaller cDNA product with a faint larger band in active mutator samples. RT-PCR confirmed that all spotted kernels from the standard mutator line resulted in plants that amplified this 3′ region of *mudrA* transcripts indicative of maintenance of active mutator status; note that individuals 7 and 8 in the meiotic anther samples contain lowered *mudrA* transcript, an indication of higher likelihood of spontaneous loss of mutator activity (Rudenko et al., 2003). In contrast, only 3/13 of the *Mu killer* carrier bronze kernel plants retained *mudrA* transcripts (pre-meiotic anther sample 3 and meiotic anther samples 3 and 7). These initial results are consistent with *Mu killer* acting as a reasonably efficient silencing agent of high copy mutator lines when present for two generations of plant growth.

**Figure 3:**
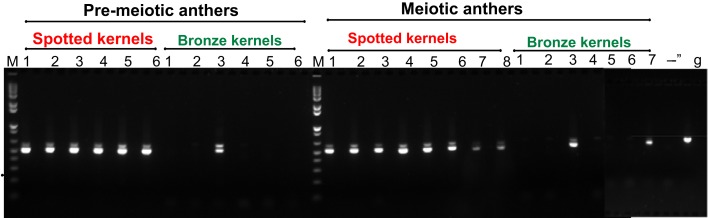
**RT-PCR assessment of *mudrA* transcripts from *Mu killer* and *Mu* active individuals**.

### Attempts to fully sequence the *Mu killer* locus

The structure of the *Mu killer* transcript has been proposed to be a hairpin ∼4 kb in length, with an inversion point ∼1.3 kb into the *mudrA* region of the *MuDR* transposon. The structure of the *Mu killer* locus is based primarily on Southern blot evidence. To examine the proposed structure in more detail, the *Mu killer* locus was amplified using primers that are specific to *mudrA*, the TIR adjacent to *mudrA*, and the flanking *amy4* and the *acm1* genes to validate the gene order. The left and right halves of *Mu killer* were amplified in contiguous molecules of 1.8 and 1.3 kb, respectively, and fully sequenced and deposited into GenBank. The *Mu killer* locus begins with terminal inverted repeat A (TIRA) of *MuDR* and extends 1.298 kb into the *mudrA* gene on both the left and right halves. PCR amplification attempts using primers internal to 1.298 kb were unsuccessful indicating that the central region of *MuDR* is not present. Attempts to span the two halves using long-range PCR methods also failed; this result raises the possibility that an insertion/deletion polymorphism, a large rearrangement of unknown origin, or an exceptionally stable DNA hairpin structure between the left and right halves of the *Mu killer* locus prevents PCR amplification.

### Unexpected transcripts encoded by *Mu killer*

In their analysis of the *Mu killer* locus, Slotkin et al. (2005) proposed novel transcription regulation in which the promoter of one of the flanking genes drives expression of *Mu killer* transcripts proposed to cause mutator silencing. This model invokes the unexpected feature that both TIRA promoters are inactive and that the TIRs fail to “insulate” the element from read through transcription.

To test these aspects of the model, progeny from Cross 1 were classified as active (gDNA “+”) or inactive (gDNA “−”) in silencing based on PCR confirmation of *Mu killer* using genomic DNA. In an effort to identify *Mu killer* transcripts associated with silencing activity, five gDNA “−” and five gDNA “+” individuals were tested via RT-PCR for accumulation of *MuDR* and *Mukiller*-derived transcripts in whole spikelets. As expected, all of the gDNA “−” individuals accumulated *MuDR*-derived transcript but failed to amplify detectable levels of *Mukiller* transcript (Figure 4, lanes 6–10). Surprisingly, only three of the five gDNA “+” individuals (Figure 4, lanes 1, 3, and 4, top row) amplified *Mu killer* transcript types. Furthermore, although only a 0.7 kb transcript was previously reported, an additional type was detected here. The remaining two gDNA “+” individuals (Figure 4, lanes 2 and 5, top row), failed to amplify detectable levels of *Mukiller* transcript. The *MuDR* and *tubulin 6* control primers amplified as expected for each individual.

**Figure 4:**
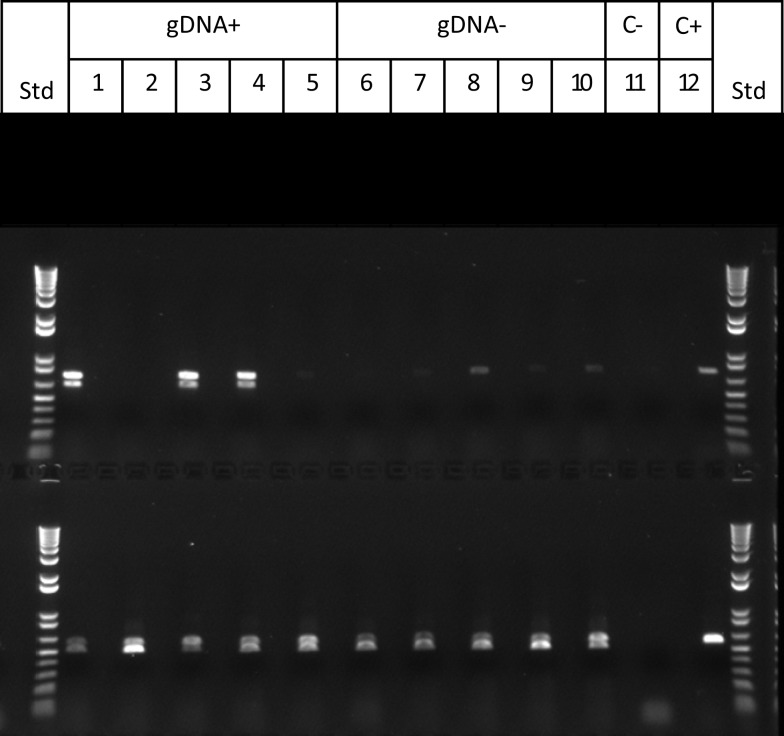
***Mu killer* transcript accumulation in whole spikelets**. The upper panel primer pair amplifies *Mu killer;* the lower panel primer pair amplifies the 3′ end of *MuDR* (not present in *Mu killer*). Lanes 1–5 are five *Mu killer* gDNA “+” individuals; Lanes 6–10 are five *Mu killer* gDNA “−” individuals; Lane 11 is the negative PCR control; Lane 12 is the positive PCR control.

The two individuals that contained *Mu killer* but lacked *Mu killer* cDNA, along with two individuals that did accumulate *mudrA* cDNA were selected for further analysis along with positive and negative controls. The transcript accumulation in these four individuals was interrogated using primers positioned at four locations: (1) ∼500 bp upstream of *Mukiller* (amy4-flank) (2) at the junction of the *amy4*/*Mu killer* (amy4-muk_512f), (3) ∼900 bp into the *Mu killer* gene (mudrA-899r), and (4) ∼1300 bp into the *Mu killer* gene (mudrA-1298r). When the amy4-flank primer was paired with the two internal *Mu killer* primers, amplicons of the expected size (plus a splice variant ∼100 bp smaller) accumulated in the two *Mu killer* transcript “+” individuals but no transcripts were detected in either of the *Mu killer* transcript “−” individuals. When the *amy4*/*Mu killer* chimeric primer was paired with the two internal *Mukiller* primers, amplicons of the expected size (without any splice variants) accumulated in the two *Mu killer* transcript “+” individuals. In the *Mu killer* transcript “−” individuals, amplicons of an unexpected size were detected (Figure A1 in Appendix for the RT-PCR results). All amplicons were purified, sequenced, and the results are diagrammed in Figure 5.

**Figure 5:**
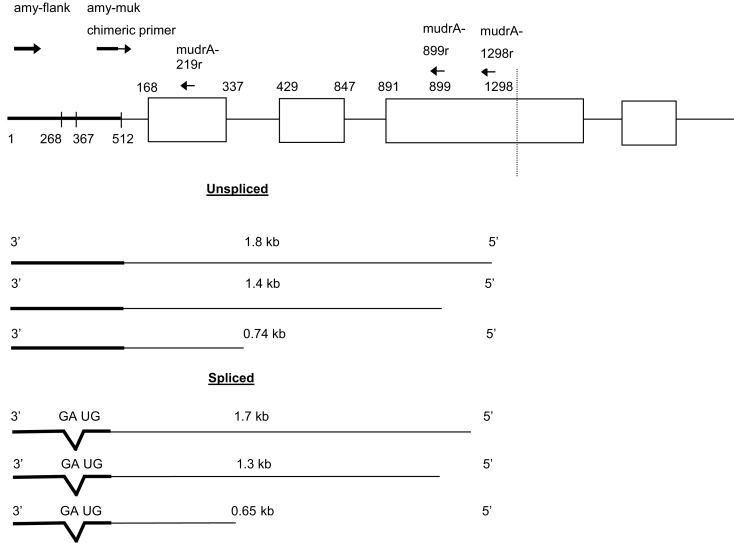
**Antisense transcripts initiating in *Mu killer* and continuing into *amy4* occur in plants with *Mu killer*-induced mutator silencing**. Individuals were scored as having experienced *Mu killer*-induced silencing based on having genomic DNA positive for *Mukiller* but cDNA that lacked *mudrA* 3′ transcripts indicative of mutator activity (Figure 1).

Several unexpected molecular observations were made while assessing accumulation of *Mu killer* and *mudrA* transcripts in whole spikelets and anthers of these effective silencing cases. First, two families of antisense transcripts initiating within *Mu killer* and proceeding toward the *amy4* locus accumulated in whole spikelets (Figure 5). A 0.74 kb amplicon was reported previously (Slotkin et al., 2005); however, none of the larger amplicons or the smaller 0.65 kb size class has been described. Approximately 80% of total transcript is in the 0.65 kb class, therefore, the 0.65 and 0.74 kb transcripts were cloned and sequenced to elucidate their structures. The 0.74 kb transcript type is antisense to *mudrA*. It is co-linear with an internal region contained in both *Mu killer* and *MuDR* (Hershberger et al., 1995) and with TIRA; the transcript terminates within *amy4* (at position 1, Figure 5). Therefore, we conclude that the 0.74 kb transcripts initiate at a previously unreported antisense promoter within the *mudrA* sequence (within the sense intron 1) shared by *Mu killer* and *MuDR*. Additional analysis using RT-PCR amplification employing oligonucleotides further into *Mu killer* (mudrA-899r and mudrA-1298r) demonstrated that longer transcripts (Figure 5) can originate at least 1.298 kb into the *Mu killer* locus, starting within or beyond the region of *Mu killer* that could not be sequenced; it is possible that some transcripts initiate within the right side TIRA of *Mu killer* producing sense *mudrA*-containing RNA (5′ half of the transcripts) plus antisense *mudrA* (3′ half) in the region shared with the 0.74 kb transcript type.

Interestingly, the major 0.65 kb transcript results from splicing of a short intron with canonical 5′ donor and 3′ acceptor sites in the *amy4* flanking region. Similarly, the minor 1.8 and 1.4 kb transcripts diagrammed in Figure 5 are inferred to be unspliced forms, and the minor 1.7 and 1.3 kb forms involve removal of the same intron documented in the 0.65 kb transcripts. Tissue-specific variation in the ratio of the 0.74 kb and alternatively spliced 0.65 kb transcripts was observed in whole spikelets (containing the vegetative glumes, lemma, and palea plus anthers), in anthers, and in adult leaves but the 0.65 kb form is always predominant.

Next, transcripts were analyzed from two individuals that failed to silence *MuDR*: they contained *Mu killer* but generated *mudrA* cDNA. In these individuals, no antisense transcript types were identified that extended into the *amy4* flanking primer region, that is, both the 0.74 and 0.65 kb transcript types were missing. We therefore propose that production of the antisense 0.74 and 0.65 kb transcripts is required for *Mu killer*-mediated silencing of *mudrA*. In individuals that failed to silence mutator, RT-PCR amplification products were only identified for the combination of the chimeric *amy4*/*Mu killer* primer paired with the two internal *mudrA* oligonucleotides (Figure 6). These amplicons are in the sense orientation relative to *mudrA* but were shorter in length than canonical *mudrA* transcripts. Sequence analysis demonstrated that several alternatively spliced transcript types are present; analysis of the acceptor and donor sites confirmed that these transcripts are in the sense orientation with respect to the normal *mudrA* transcript. The introns identified are not spliced from normal *mudrA* transcripts, although alternative splicing does occur in master element transcripts (Hershberger et al., 1995).

**Figure 6:**
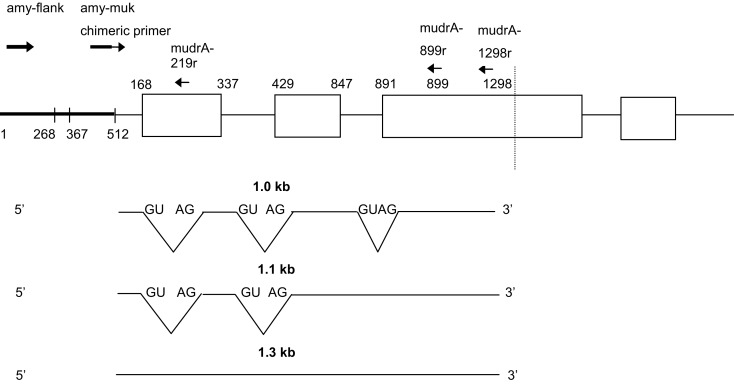
**Sense transcripts contained within *Mu killer* occur in lines failing to silence *MuDR***. The two plants analyzed were genotyped as *Mu killer* carriers, however, the cDNA is negative for *Mu killer* antisense transcripts and positive for *mudrA* sense transcripts covering the 3′ end of the gene characteristic of *mudrA* (Figure 1).

Collectively, transcript analyses demonstrated that *Mu killer* individuals that silence *MuDR* accumulate *mudrA* antisense transcripts that extend into the *amy4* flanking gene region; the promoter for these transcripts is not yet defined but it resides inside *Mu killer*. This result disproves the proposed Slotkin et al. (2005) model that antisense transcripts would originate from read through transcription from flanking maize genes. The results also demonstrate that TIRA lacks a transcription terminator in the context of the *Mu killer* structure at this locus. In contrast, *Mu killer* individuals that fail to silence *MuDR* accumulate sense transcript types that are predominately alternatively spliced compared to authentic *mudrA* transcripts. These sense transcripts appear to arise from transcriptional read through from the *amy4* locus, as opposed to the Slotkin et al. (2005) model where antisense transcripts derive from flanking gene promoters. In our analysis such transcripts were determined to be in the sense orientation and not involved in mutator silencing. The existence of read through transcripts indicates that the TIRA in the context of *Mu killer* fails to insulate the *Mu* element from flanking gene transcriptional activity.

### *Mu killer* and spontaneous silencing result in distinctive gene expression changes in anthers

A third question we addressed is how similar the consequences are of *Mu killer-*mediated compared to spontaneous epigenetic silencing in anther development. In a previous study, 1 and 2 mm anthers were shown to express more than 30,000 transcripts (Skibbe et al., 2009). 

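Transcript levels were measured in 1 and 2 mm anthers of *Mu* active plants and of siblings silenced by *Mu killer* on 8 Agilent maize arrays, as the sample labels and the paper's methods name the lines. The description of the series calls the silenced line inactive, and the scanner output gives a scan date before the growing season stated in the methods. Neither point was resolved, so that the arrays hold the *Mu killer* comparison rests on the sample labels. RNA of both lines was labeled in different colors and hybridized together on every array. With 4 arrays for each stage, 16 labeled samples gave 4 biological replicates per line and stage, and this number of arrays limits the precision of every value. The 4 arrays of a stage shared a slide, so signal levels of the stages cannot be told apart from those of the slides, whereas each ratio between the lines was taken within an array. The authors extracted the spots with Agilent Feature Extraction 9.5.3.1, which gives for each color the mean intensity, the local background, a processed signal after background subtraction and dye normalization, and a mark for spots more than 2.6 SD above background. Each array held 43451 spots, of which 42034 were maize probes, each present at 1 spot, and 153 were negative controls. The probes carry 39174 transcript identifiers of the array design. None matched an accession in the reference gene table, so identifiers are given without gene names. A probe was called on by the rule in the paper's methods, either well above background in all 4 replicates, or in exactly 3 with a mean processed signal above the median of the probes with exactly 3. For ratios, intensities were background-corrected by limma's normexp method with an offset of 50, which draws the ratios of dim probes toward 0, and the log2 ratios were normalized by loess within each array. Between 3 and 13 spots per array that the scanner software had marked as outliers were left out. A limma model gave the log2 ratio of *Mu killer* over *Mu* active at each stage, with a dye term for each probe common to both stages. The method was tested on simulated ratios of 41979 probes with the spread of the arrays, of which 200 were changed at 2 mm. Of the probes changed 2-fold, 96% were called by a fold of at least 1.5 and an unadjusted p under 0.05, and 76% were called after Benjamini-Hochberg adjustment. For 4-fold changes these shares were 100% and 95%. The simulated changes were added to ratios after background correction, with noise drawn separately for each probe and array. The pull of the offset on dim probes, and a line effect that differs between arrays for many probes together, were not simulated. These shares therefore do not tell what part of the real changes was found.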

In the current study the same criteria to be considered expressed or “on” were employed after analyzing four biological replicates of the mitotic (1 mm) and meiotic (2 mm) anther stages in *Mu* active and *Mu killer* silenced lines (Figure 7).

**Figure 7:**
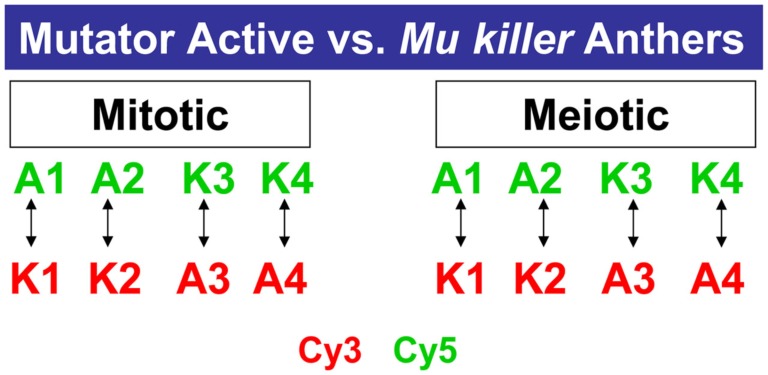
**Microarray profiling experimental design**. Four biological replicates of *Mu* active (A) or *Mu killer* (K) maize anthers were collected for two stages. For each stage, two samples were labeled with the Cy3 fluor (Green) or Cy5 fluor (Red) and hybridized as shown on the 4 K × 44 K Agilent maize oligonucleotide array platform.

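In the sample labels, both colors of an array carry the name of the same line, whereas Figure 7 shows a different line in each color. The Cy3 labels, which give the layout of Figure 7 read by its color key, were kept, and the Cy5 sample of each array was assigned to the other line. On this assignment *Mu killer* RNA carried Cy3 in replicates 1 and 2 and Cy5 in replicates 3 and 4 of each stage. The colors named in the caption of Figure 7 give the opposite assignment when read by replicate number. So does the color key when read by the plant codes of the labels. The figure alone therefore does not settle the assignment. Under the opposite reading every comparison between the lines would keep its size and exchange its direction. For *MuDR*, the target of *Mu killer*, the array held 4 probes, all of which were well above background in all 16 samples. The paper finds TIRA and *mudrA* sequence in transcripts of *Mu killer* itself. Whether the probes also read these was not tested. For the probe named MUDR-TIRA (A_92_P012404), the log2 ratio of *Mu killer* over *Mu* active was -0.58 (SE 0.330, adjusted p = 0.739 from limma) at 1 mm, lower in *Mu killer* on 3 of 4 arrays, and -0.17 without replicate 3. At 2 mm it was -0.96 (SE 0.330, adjusted p = 0.2945 from limma), lower on 4 of 4 arrays. The 3 probes named for the coding regions, MUDRA, MUDRA-21 and MUDRB, had log2 ratios between -0.50 and 0.01 at 1 mm. Centered on the median of each array in place of loess, these were between -0.78 and -0.18. At 2 mm their log2 ratios were between 0.11 and 0.30, but between -0.27 and -0.03 when the ratios were centered on the median of each array in place of loess. MUDR-TIRA was then -0.84 at 1 mm and -1.32 at 2 mm, so all 4 probes were lower in *Mu killer* at both stages. That centering also moved the median log2 ratio of all probes on in both lines, to -0.083 at 1 mm and -0.12 at 2 mm. With loess and all arrays, none of the 4 probes had an adjusted p under 0.05 at either stage. Without 2 mm replicate 3, MUDRA-21 passed it at 2 mm with a log2 ratio of 0.47, higher in *Mu killer*. In that fit 3096 probes passed with a fold of at least 1.5. The rise of MUDRA-21 rested on replicate 4, with 0.99 there and between 0.0023 and 0.14 on the other 2 mm arrays. Without replicate 4 its log2 ratio was 0.13. With all arrays, the lowest p from limma adjusted over the list alone was 0.0654 at 1 mm and 0.0962 at 2 mm. The *MuDR* probes therefore did not settle which color held which line.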

We found that the pre-meiotic 1 mm anther transcriptome contains 34,338 transcripts in an active mutator background and slightly more (35,056) transcript types in *Mu killer*. 

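In the 1 mm anthers, 33635 probes were on in *Mu* active and 33327 in *Mu killer*. Both lines shared 32627 of these, and 34335 were on in at least 1 line. In single samples, 36112 ± 2312 probes (SD, n = 4) were well above background in *Mu* active and 35960 ± 2168 (SD, n = 4) in *Mu killer*. Within an array, the number in *Mu killer* minus that in *Mu* active was -152.5 ± 1101 (SD, n = 4 arrays), lower in *Mu killer* on 1 of 4 arrays (exact permutation test, two-sided p = 1.0). The difference was smaller than the spread between replicates. A stricter cutoff of 5 SD above background moved the numbers of on probes most, to 23271 in *Mu* active and 22371 in *Mu killer*. When all 4 replicates were required, the order of the lines turned, with 31642 on in *Mu* active and 31647 in *Mu killer*. It also turned without replicate 2, with 34292 and 34785.

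**Figure D1:**
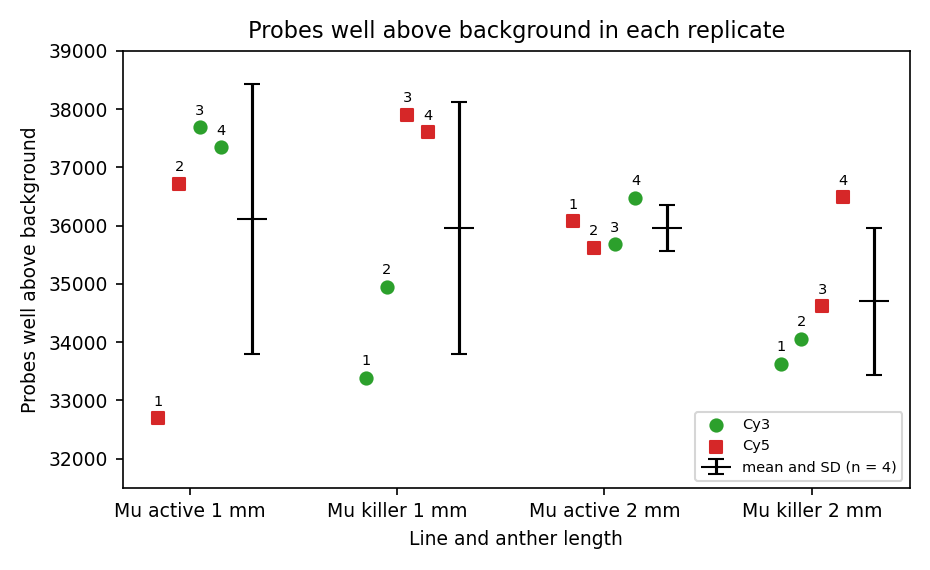
Number of probes well above background (y axis, which does not start at 0) in each of the 4 replicates of each line and anther length (x axis), with green circles for Cy3, red squares for Cy5 and the replicate number above each point. Black bars give the mean and SD (n = 4). Replicate 1 at 1 mm had the fewest of its group in both lines, 32697 in *Mu* active and 33387 in *Mu killer*.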

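At 2 mm, when meiosis has begun, 33840 probes were on in *Mu* active and 32104 in *Mu killer*, with 31679 on in both lines and 34265 in at least 1 line. Single samples had 35963 ± 396.5 probes (SD, n = 4) well above background in *Mu* active and 34698 ± 1259 (SD, n = 4) in *Mu killer*. On the same array, *Mu killer* had fewer such probes than *Mu* active in 3 of 4 cases, with a mean difference of -1265 ± 1025 (SD, n = 4 arrays). The exact permutation test gave a two-sided p of 0.25, and the smallest p that 4 arrays allow is 0.125. A cutoff taken from the local background of each array turned the order of the lines, with 24625 on in *Mu* active and 25415 in *Mu killer*.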

The 2 mm meiotic anther samples expressed a similar number of transcripts with 34,508 (*Mu* active) and 33,700 (*Mu killer*). There were many examples of stage-specific transcripts in both biological sample types. 

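In *Mu* active, 1216 probes were on at 1 mm and not at 2 mm, and 1421 were on at 2 mm and not at 1 mm. In *Mu killer*, these numbers were 2211 and 988. The replicates of a stage shared a slide, so a difference between the stages cannot be told apart from a difference between the slides. The 1 mm array of replicate 1 decided much of these counts. Without it, 2732 probes in *Mu* active and 3759 in *Mu killer* were on at 1 mm alone, and 361 and 316 were on at 2 mm alone.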

Two types of differences in transcript expression comparing *Mu* active to *Mu killer* silenced lines were analyzed: (1) “Off/On” differences represent expression that was detected in one sample but not in the other and (2) “Up/Down” differences are the differential expression class and include probes where expression was at least 1.5-fold higher in one sample than the other (*p-*value < 0.05). Venn diagrams summarizing On/Off differences for *Mu* active vs. *Mu killer* backgrounds for both anther stages are shown in Figure 8. Both stages have distinct sets of more than 1500 transcripts not detected in the *Mu* active background but expressed in *Mu killer* (green numbers).

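At 1 mm, 700 probes were on in *Mu killer* and not on in *Mu* active, 636 of them at this stage alone. At 2 mm, there were 425 such probes, 361 of them at this stage alone. Not on is a call over 4 replicates, and most of these probes were well above background in some replicates of *Mu* active. At 1 mm, 493 of the 700 probes were well above background in 3 replicates of *Mu* active, 174 in 2, 29 in 1 and 4 in none. At 2 mm, these numbers were 210, 175, 35 and 5. Thus 99.4% of the probes at 1 mm and 98.8% at 2 mm were seen in at least 1 replicate of the line in which they were not on. The count was moved most by taking off to mean not well above background in any of the 4 replicates, which left 4 probes at 1 mm and 5 at 2 mm. A cutoff from the local background gave 399 at 1 mm and 1682 at 2 mm. Without replicate 2 the 1 mm count was 1130.

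**Figure D2:**
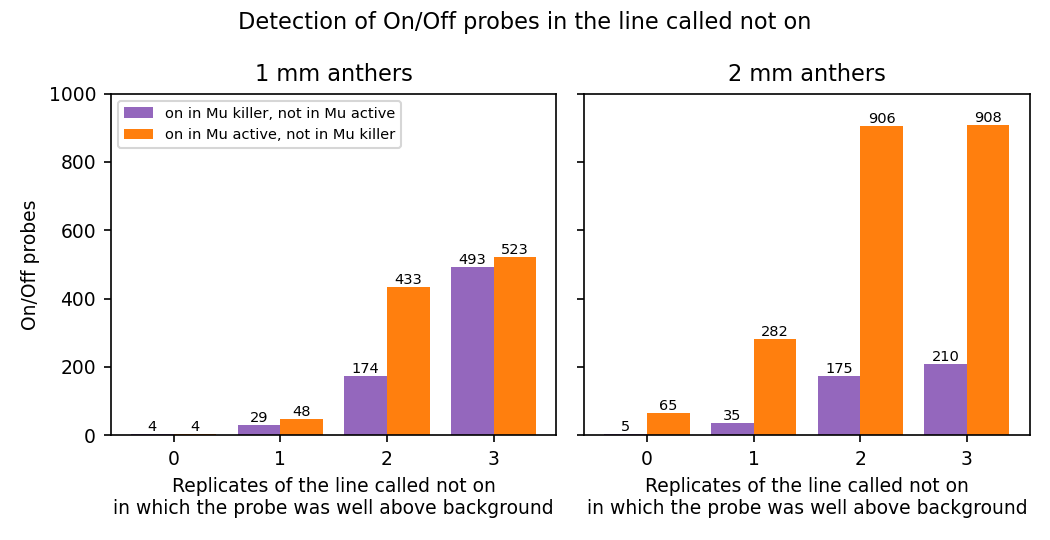
Number of On/Off probes (y axis) by the number of replicates, of 4, in which the probe was well above background in the line called not on (x axis), for 1 mm anthers (left) and 2 mm anthers (right). Purple bars are probes on in *Mu killer* and not in *Mu* active, orange bars are probes on in *Mu* active and not in *Mu killer*. Most probes of either class stand at 2 or 3 replicates.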

**Figure 8:**
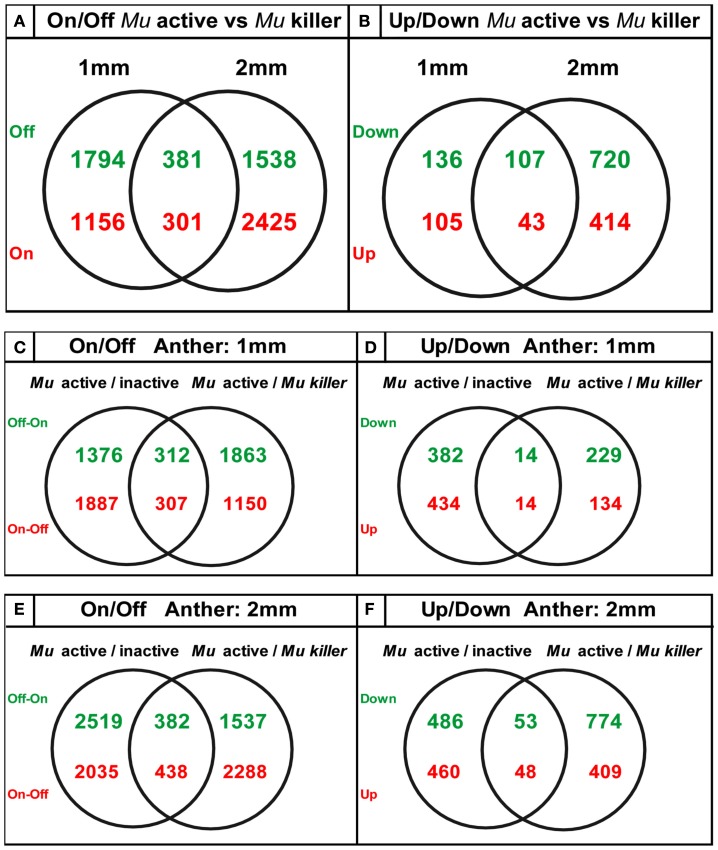
**Venn diagrams showing unique sets of differentially expressed transcripts result from epigenetic and genetic inactivation of the mutator transposon family**.

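The probes on in *Mu killer* and not in *Mu* active were dim. At 1 mm their median processed signal was 23.9 in *Mu killer* and 18.1 in *Mu* active, against 299.1 for all probes on in *Mu killer*. At 2 mm the medians were 30.1 and 17.4, against 308.5 for all probes on in *Mu killer*. Their median log2 ratio of *Mu killer* over *Mu* active was 0.057 at 1 mm and 0.093 at 2 mm. Few were well above background in all 4 replicates of *Mu killer* and in none of *Mu* active, 1 at 1 mm and 4 at 2 mm. For such probes only a lower bound of the fold was computed, as the mean level in *Mu killer* over that in *Mu* active with each sample of *Mu* active set to the lowest level of any probe well above background in that sample where the probe was dimmer. The bound was 1.08-fold for the probe at 1 mm. At 2 mm the largest bounds were at least 1.39-fold for TC301804 (A_92_P011765) and at least 1.14-fold for TC280635 (A_92_P017771), which is 0.48 and 0.19 on the log2 scale. With an offset of 0 in place of 50 these bounds were 1.42 and 0.78 on the log2 scale, and that of the 1 mm probe was 0.39.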

The ectopic activation of gene expression indicates that *Mu killer* has a major impact on the anther transcriptome compared to an active mutator line. 

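Of the probes on in *Mu killer* and not in *Mu* active, 64 met this condition at both stages. If the classes of the stages were drawn independently from all probes on in any line and stage, 8.37 shared probes were the number given by chance. The draw took no account of signal, and these probes were dim. The number is therefore likely too low, and no excess over it can be judged. The count of shared probes ranged from 0, when off meant not well above background in any replicate, to 169 with a cutoff from the local background.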

*Mu killer* impact is dynamic, because only 381 transcript types were OFF in *Mu* active anthers at both developmental stages. In the reverse comparison (present in *Mu* active but absent in *Mu killer*) there are 1156 transcripts at 1 mm and 2425 at 2 mm with 301 transcripts absent in *Mu killer* for both anther lengths. Collectively, the differences between the two lines are more than 10% of the anther transcriptome. It is already established that high copy mutator lines express a diverse suite of stress response genes, compared to silenced sister lines (or to similar stage fertile anthers in a standard inbred line; Skibbe et al., 2009). 

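In the array data, 1008 probes at 1 mm and 2161 at 2 mm were on in *Mu* active and not on in *Mu killer*. Of these, 738 were found at 1 mm alone, 1891 at 2 mm alone and 270 at both stages, where independent classes would share 61.3. As that draw took no account of how dim these probes were, it is likely too low to judge an excess. The probes were well above background in at least 1 replicate of *Mu killer* in 99.6% of cases at 1 mm and 97.0% at 2 mm. Their median processed signal at 2 mm was 26.4 in *Mu* active and 19.6 in *Mu killer*, against 272.0 for all probes on in *Mu* active, and at 1 mm it was 24.4 and 18.4, against 290.8. At 2 mm, 40 probes were well above background in all 4 replicates of *Mu* active and in none of *Mu killer*. Among them the largest lower bounds were at least 2.78-fold higher in *Mu* active for TC291145 (A_92_P003365) and at least 1.78-fold for TC296662 (A_92_P023985), or 1.48 and 0.83 on the log2 scale, and with an offset of 0 these bounds were 2.79 and 1.65. These bounds rest on mean levels, and the log2 levels of the 4 *Mu* active replicates had an SD of 0.65 and 1.10. With each 2 mm array left out, the log2 bounds ranged from 1.16 to 1.73 and from 0.50 to 1.11. Without replicate 2, 637 probes at 1 mm were on in *Mu* active and not in *Mu killer*, and 151 at both stages.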

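Adding both directions, 1708 probes differed in their on call between the lines at 1 mm, 4.98% of the probes on in at least 1 line, and 2586 differed at 2 mm, or 7.55%. At either stage, 3806 of the 35549 probes on in any line and stage differed, which is 10.7%. This share was 20.3% with a cutoff of 5 SD above background and 0.217% when off meant not well above background in any of the 4 replicates.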

Although not the largest GO category, 29 of the 1457 transcript types present in *Mu* active but missing from *Mu killer* at 1 mm and 47 of the 2726 transcript types at 2 mm are stress-associated. 

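Among the probes on in both lines, 456 at 1 mm and 1477 at 2 mm passed the Up/Down criteria of the paper, a fold of at least 1.5 and an unadjusted p under 0.05, here from limma. In the simulation 0.761% of the unchanged probes passed the same criteria, so part of these calls may be chance. The On/Off probes of both directions outnumbered the Up/Down probes 3.75 times at 1 mm and 1.75 times at 2 mm. When off meant not well above background in any replicate, the order turned, with 8 On/Off probes at 1 mm and 70 at 2 mm. Of the Up/Down probes at 1 mm, 267 were higher in *Mu killer* and 189 in *Mu* active, and at 2 mm these numbers were 991 and 486. Centering each array on its median in place of loess turned this split, with 91 higher in *Mu killer* and 620 in *Mu* active at 1 mm, and 270 and 1898 at 2 mm. At both stages, 133 probes were called in the same direction and 0 in opposite directions. Among the other ways of processing, the log ratio of the scanner software moved the counts most, to 1032 at 1 mm and 4571 at 2 mm. Single arrays also moved them. Without replicate 3 the 2 mm count was 4629 and without replicate 4 it was 827, and without replicate 1 the 1 mm count was 1075.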

Surprisingly, there were far fewer differentially expressed transcript types than transcripts present in the On/Off category (Figures 8A,B). 

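Relative to the probes on in at least 1 line, the Up/Down probes were 1.33% at 1 mm and 4.31% at 2 mm. An unadjusted limma p under 0.05 at any fold was found for 2030 probes, 6.22% of those tested, at 1 mm and for 5219, or 16.5%, at 2 mm. After Benjamini-Hochberg adjustment, 2 probes at 1 mm and 3 at 2 mm remained with a fold of at least 1.5, all lower in *Mu killer* as the labels were assigned. The 2 mm number depended on replicate 3, without which it was 3096. Both probes for TC313692 were among them at each stage. For A_92_P012515 the log2 ratio of *Mu killer* over *Mu* active was -4.85 (SE 0.154, adjusted p = 0.00053 from limma) at 1 mm and -4.47 (SE 0.154, adjusted p = 0.000888 from limma) at 2 mm, lower on 4 of 4 arrays each time. For A_92_P014505, which was well above background in 3 of 4 samples of *Mu killer* at 1 mm, it was -4.32 (SE 0.245, adjusted p = 0.0123 from limma) at 1 mm and -3.92 (SE 0.245, adjusted p = 0.0225 from limma) at 2 mm, also lower on 4 of 4 arrays. The third probe at 2 mm, A_92_P041280 for TC314797, was named after its values were seen. Its log2 ratio was -1.12 (SE 0.0820, adjusted p = 0.0416 from limma), lower on 4 of 4 arrays, and it did not pass when the variance was moderated over the probes on in both lines alone, a choice made after seeing the data. Single arrays decided some of these calls. Without 1 mm replicate 2, only 1 probe passed at each stage. A_92_P014505 no longer passed at 1 mm without replicate 1 (log2 ratio -4.21) or 2 (log2 ratio -4.46), nor at 2 mm without replicate 1 (log2 ratio -3.85), 2 (log2 ratio -3.97) or 4 (log2 ratio -3.77). The probe for TC314797 did not pass without replicate 1 (log2 ratio -1.07), 2 (log2 ratio -1.13) or 4 (log2 ratio -1.19). The difference between the lines was also tested for a change between the stages in limma over 30638 probes. After adjustment 0 probes passed, and 784 had an unadjusted p under 0.05.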

At 1 mm less than 1% of the transcriptome was impacted in the differential gene expression analysis, with only 2% altered at the 2 mm stage. It appears, therefore, that most transcriptome changes in *Mu* active compared to *Mu killer* lines involve complete suppression or *de novo* activation of suites of genes rather than modulation of transcript levels.

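The size of the differences of On/Off probes depended on how dim probes were scaled. With the offset of 50, which draws their ratios toward 0, the median absolute log2 ratio of the On/Off probes was 0.061 at 1 mm and 0.070 at 2 mm, and that of the probes on in both lines 0.12 and 0.17. With an offset of 0 the medians of the On/Off probes were 0.169 and 0.245, against 0.159 and 0.2595 for probes on in both lines. With the log ratio of the scanner software the order turned at both stages, with 0.405 and 0.536 for On/Off probes against 0.239 and 0.341. Of the On/Off probes, 13 at 1 mm and 12 at 2 mm had a fold of at least 1.5 and an unadjusted limma p under 0.05, which is 0.761% and 0.464%. These shares were largest with the log ratio of the scanner software, 13.1% at 1 mm and 22.6% at 2 mm. In the authors' normalized values, which are given almost only for spots well above background in both colors, no On/Off probe had a value on all 4 arrays of a stage, so the share could not be computed from them. From the larger number of On/Off than of Up/Down transcripts (Figures 8A,B), the paper concludes that most changes between the lines appear to be complete suppression or activation of genes rather than modulation of transcript levels.

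**Figure D3:**
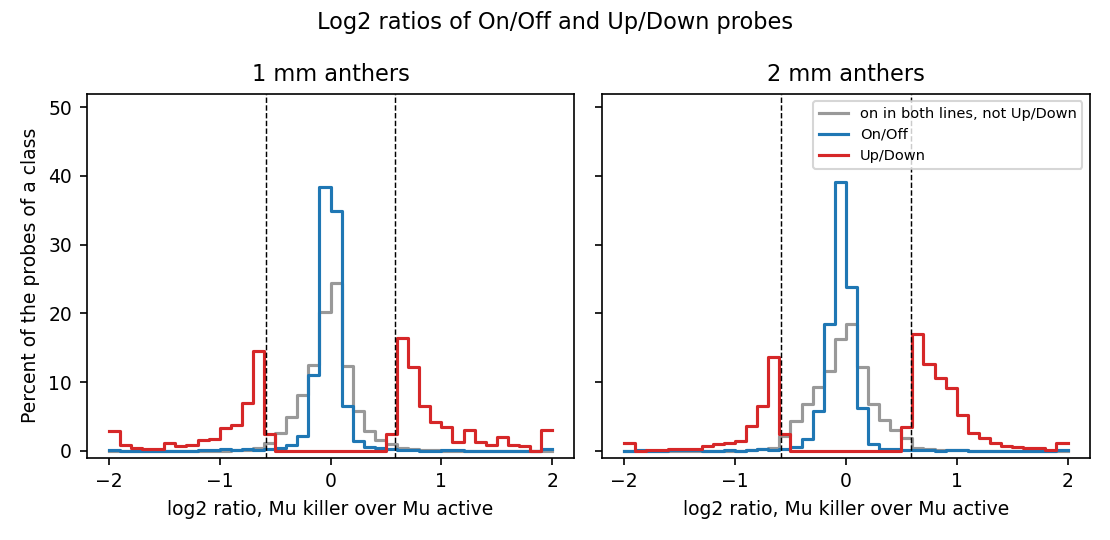
Log2 ratio of *Mu killer* over *Mu* active (x axis, in bins of 0.1, with ratios beyond -2 or 2 counted in the end bins) against the percent of the probes of a class (y axis), for 1 mm anthers (left) and 2 mm anthers (right). Blue lines are On/Off probes, red lines Up/Down probes and gray lines the other probes on in both lines, and dashed lines mark a fold of 1.5. Ratios were computed with the offset of 50, which draws those of dim probes toward 0.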

The transcriptome data was next analyzed with regard to how similar epigenetic silencing is to the silencing directed by *Mu killer*. We compared the differentially expressed transcripts determined from the previous study of *Mu* active vs. *Mu* inactive lines (Skibbe et al., 2009) with the differentially expressed transcripts found here in the *Mu* active vs. *Mu killer* lines. For both On/Off and Up/Down differences (Figures 8C + E,D + F) distinctive sets of transcripts are affected at each stage with a much smaller number of transcripts affected in common. These data suggest that *Mu killer* inactivation reprograms gene expression using a different route and perhaps involving different mechanisms that result in such distinctive consequences compared to spontaneous epigenetic silencing.

The transcripts that were “on” in *Mu killer* but “off” in *Mu* active lines at the 2 mm stage, as well as transcripts in the reverse situation, were mapped to version 2 of the MaizeCyc metabolic pathways database^2^ using the Omics Viewer feature of the Pathway Tools application^3^. The Omics Viewer displays metabolic pathways grouped into pathway classes (e.g., carbohydrate cycles or secondary metabolites biosynthesis) to acquire a general picture of the experiment effects. The On/Off status of the *Mu killer* line as compared to the *Mu* inactive line was used to color-code the affected reactions in each pathway; an opposite status is indicated by blue (“off” *Mu killer*, “on” *Mu* inactive) or red (“on” *Mu killer*, “off” *Mu* inactive) and the same status by teal (both “off”) or orange (both “on”). Affected pathways within a sample of five pathway classes were then categorized by their color scheme. As seen in Table 1, the majority of affected pathways were those with transcripts “off” in *Mu killer* but “on” in *Mu* inactive (blue). The combined “different” effects (27, blue and red) is more than the combined “same” effects (20, teal and orange), again indicating that *Mu killer* has distinctive aspects to its silencing mechanism. The many pathways affected in the “Carbohydrate biosynthesis” pathway class are displayed in Figure 9; five pathways have “off” reactions only with *Mu killer* (blue) and four pathways have “on” reactions only in *Mu killer* (red).

**Table 1:** **Five metabolic pathway classes showing affects by *Mu killer* in common or different from *Mu* inactive lines**.

Pathway class	One-color pathways				Two-color pathways			
	Blue	Teal	Red	Orange	BT	RO	BR	BO
Secondary metabolites biosynthesis	10	1	0	1	0	0	0	0
Cofactors, prosthetic groups, electron carriers	2	3	0	2	1	1	1	0
Amino acid biosynthesis	3	1	1	2	0	0	1	1
Carbohydrate biosynthesis	5	3	4	1	1	0	1	1
Hormone biosynthesis	2	4	0	2	0	0	0	0
Totals	22	12	5	8	2	1	3	2

**Figure 9:**
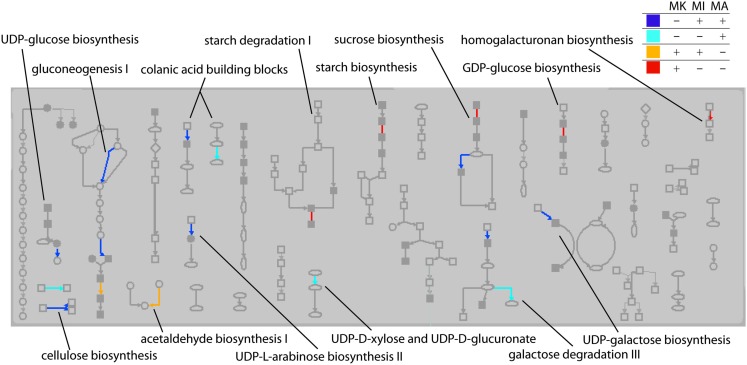
**Carbohydrate biosynthesis pathway class showing reactions affected by *Mu killer* (MK) On/Off transcripts compared to *Mu* inactive (MI) and *Mu* Active (MA)**. Reactions in a pathway that were affected only by *Mu killer* are blue (“off” in *Mu killer*) or red (“on” in *Mu killer*). Reactions affected by both *Mu killer* and *Mu* inactive but not *Mu* active are either teal (“off” in *Mu killer*) or orange (“on” in *Mu killer*).

Interestingly, three of the pathway classes in Table 1 had pathways with multiple reactions affected in different ways; these are shown by non-zero counts in the last four columns. A web page was generated from the Pathway Tools with the full Omics Viewer display and is available at http:/www.stanford.edu/~walbot/maizecyc/mukiller_onoff.html. These insights can guide future work in metabolomics and proteomics to discover whether the transcriptomic differences reported here result in distinctive cellular properties.

## Discussion

This study was formulated to examine three aspects of *Mu killer*: effectiveness in silencing standard high *Mu* copy number lines, molecular organization and expression of the locus, and impact on the anther transcriptome. After two generations of *Mu killer* exposure, 77% (10/13) high copy number *MuDR/Mu* individuals tested were silenced based on loss of transcripts characteristic of *mudrA*. Thus *Mu killer*-mediated silencing is considerably more frequent than the spontaneous ∼10–20% loss of mutator activity per generation generally observed (Robertson, 1986; Walbot, 1986) and is a useful practical tool to accelerate mutator silencing. Second, sequencing *Mu killer* confirmed the overall structure originally proposed without resolving the nature of the element center, which failed to amplify in any PCR strategy attempted. On the other hand, detailed analysis of transcript types documented numerous additional transcript types, clarified the strandedness of these and a previously documented transcript, discovered an association between two short antisense transcripts and mutator silencing, and found accumulation of sense transcripts in *Mu killer* individuals that failed to silence *MuDR* elements. Third, the impact of *Mu killer* silencing activity on the anther transcriptome is different from the impact of spontaneous silencing.

Standard *MuDR* elements contain promoters and transcription start sites within the TIRs (at about +165 and at sequences just internal to TIRA) that generate sense *mudrA* and *mudrB* RNA while antisense transcripts result from termination failure in the region separating these two genes (Walbot and Rudenko, 2002). Transgenic maize expressing additional antisense RNA failed to suppress *MuDR* sense transcript accumulation (Kim and Walbot, 2003); nonetheless, in this study a single copy *Mu killer* element producing 0.74 and 0.65 kb antisense *mudrA* transcripts was associated with effective silencing. Because these transcripts terminate in the flanking *amy4* locus, it is possible that antisense RNA stability or effectiveness depends on the sequences contributed by the flanking gene. Both antisense transcripts are complementary to a short region of about 250 bases in authentic *mudrA* transcripts, including part of the second exon and the first exon including the 5′ untranslated region. Because the 0.65 and 0.74 kb RNAs cannot form large hairpin structures, it is presumed that small RNAs derived from them target either translation or transcription of *mudrA*. This is a new model to explain how *Mu killer* silences *MuDR*. It is possible that the minor longer transcript types (Figure 6) also contribute through the previously proposed mechanism of long hairpin formation (Slotkin et al., 2005).

In *Mu killer* individuals that failed to silence *MuDR*, we found sense rather than antisense transcripts derived from *Mu killer*. These read through transcripts initiated in the *amy4* flanking locus, and also included the non-transcribed portion of TIRA, and *mudrA*-homologous sequences. A complex splicing pattern was observed, utilizing canonical 5′ donor and 3′ acceptor sites that are not used in authentic *mudrA* transcripts (Figure 7). Because *MuDR* is transcribed independent of its insertion sites, it is thought that transcription at *MuDR* loci is driven primarily by the enhancer elements located within the element TIRs; there is no evidence for read through transcripts when *MuDR* is inserted within the coding region of *bz2-mu4* (Hershberger et al., 1995) although the TIRs function as promoters when assayed in heterologous constructs (Benito and Walbot, 1994; Raizada et al., 2001a,b). Thus the unusual structure of *Mu killer* and the flanking sequence context unexpectedly highlight that both *MuDR* promoters and the insulator functions of the TIRs can be suppressed.

If there is an “arms race” between transposon and host mechanisms to suppress them, aberrant transposon forms could be a potent weapon in host-mediated defenses as originally proposed for *Mu killer*. Endogenous *hMuDR* elements reside in every maize line tested; they are co-linear with *MuDR* but contain point mutations and other small defects that make them incompetent to program *Mu* element activities. They are also impotent in regulating *MuDR* (Rudenko and Walbot, 2001) suggesting that in this case *MuDR* persisted, or won the contest. The newly arisen *Mu killer* element can silence *MuDR* with reasonable frequency; however, we also found that when *Mu killer* fails to silence *MuDR* it switches from producing antisense to producing sense *mudrA* transcripts. In this case too, it appears that *MuDR* is victorious. The stability of the *Mu killer* transcription states is unknown, but it will be interesting in future studies to assess the persistence of *Mu killer* over a multiple generation time scale to determine if, like *hMuDR* elements, it ultimately fails to contain *MuDR/Mu* elements.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

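Transcript levels in 1 and 2 mm anthers of *Mu* active plants and of siblings silenced by *Mu killer* were measured on 8 arrays of 43451 spots with 2 dyes, 4 arrays for each stage. Each array held both lines, so 16 labeled samples gave 4 replicates per line and stage. The deposited scanner output holds the intensity of each spot and of its local background in each color, the processed signal after background subtraction and dye normalization by the authors' Agilent Feature Extraction 9.5.3.1, and the log10 ratio of Cy5 over Cy3, which the authors' software computed from the processed signals. The authors also deposited a table of normalized intensity per channel, with empty cells, whose steps the paper gives only by citing an earlier study.

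The columns of that table were checked against the scanner output. Within each stage they followed the array in mirrored order (replicate 1 with 4, and 2 with 3) and the other color, since the lines carry exchanged dyes on the mirrored array, with correlations of the log ratios across probes between 0.951 and 0.991. Probes are not independent replicates. A value was present where both colors were well above background for between 99.969% and 99.993% of the probes of an array. The table was used as an alternative only, as labeled, so that the direction between the lines follows the assigned labels. Whether the table or the scanner output has the right replicate order and color is not settled.

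The sample labels give both colors of an array the same line. The Cy3 labels were kept and each Cy5 sample was given the other line, as in Figure 7 read by its color key. The colors named in the figure's caption, read by replicate number, give the opposite. The opposite reading would exchange the direction of each comparison between the lines and leave its size.

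Control spots, 1264 positive and 153 negative, were left out after background correction. On calls followed the paper's methods, with the well-above-background mark of the scanner software at 2.6 SD. Between 32697 and 37898 of the 42034 probes were well above background in a sample, with medians of 37032.5 in *Mu* active and 36277 in *Mu killer* at 1 mm and of 35880.0 and 34336.5 at 2 mm. On/Off probes were on in 1 line and not on in the other. No spot was saturated. The number of arrays limits the precision of every value.

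Up/Down probes were found with limma 3.58.1 in R 4.3.3. Mean intensities were corrected by normexp with an offset of 50 and the local background medians, normalized by loess within each array, and fitted with 1 coefficient per stage and a dye term per probe, with empirical Bayes moderation over all 42034 probes. The array was the block. A call needed a fold of at least 1.5 and an unadjusted p under 0.05 over probes on in both lines, the paper's thresholds, since the paper's text does not name the test. A second count used the Benjamini-Hochberg adjusted p. The fit was tested on simulated data for the 2 mm comparison, where 0.761% of the unchanged probes passed the fold and the unadjusted p, and 6 of the 177 calls after adjustment were unchanged probes. The simulation left out the pull of the offset on dim probes and any line effect that differed between arrays. Numbers of detected probes were compared by an exact permutation test within arrays. Counting and plotting used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

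The probes named in the text were set by a rule. It covered every *MuDR* probe, the 2 largest changes in each direction per stage among probes past the adjusted threshold and changed the same way on all 4 arrays, and the 2 largest lower bounds per stage and direction among On/Off probes well above background in all 4 replicates of 1 line and in none of the other. Of the On/Off probes, only those at 2 mm are given with their identifiers. Of the other genes named in the paper, none is paired with a probe by a text column of the array output. Alternatives covered the background cutoff, the replicates needed for an on call, the background correction, the normalization, the deposited normalized values, the filter on dim probes, the dye term, fitting each stage alone, the block, outlier spots and leaving out each array in turn. Comparisons with *Mu* inactive lines, GO categories and metabolic pathways were not analyzed here.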

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

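The test of transcripts from *hMuDR* elements was chosen after the result was seen. The values below are the only ones that stood apart by the rules used, which were a replicate far from the other 3 of its group and a signal in probes that the paper does not report.

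The probe A_92_P019862 (MUDRA-21) had a replicate far from the others in a pair of groups. In *Mu killer* at 1 mm, its log2 signal was 7.90 in replicate 2 and between 8.37 and 8.43 in the others. On the 2 mm arrays, its log2 ratio of *Mu killer* over *Mu* active was 0.99 in replicate 4 and between 0.0023 and 0.14 in the others. In all, 39 groups of 4 were examined with Dixon's ratio at a critical value that chance passes in 1 of 20 groups, so about 2 were expected by chance and 2 were found. On the same 2 mm array the log2 ratios of MUDRA and MUDRB were 0.76 and 0.75. The replicates of a group were separate samples of anthers, and neither a technical nor a biological explanation was tested for these values.

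The array probes for *MuDR*, on which the paper does not report, were well above background in all 8 *Mu killer* samples. Relative to the mean of the negative controls of the same sample, the lowest signal in *Mu killer* was 6.52 for A_92_P012404 (MUDR-TIRA), 2.43 for A_92_P019862 (MUDRA-21), 2.36 for A_92_P031891 (MUDRA) and 3.48 for A_92_P034510 (MUDRB), above the highest single negative control at 1.83. In *Mu* active the lowest signals of these probes were 8.90, 3.38, 3.14 and 4.50, and the medians over the 8 samples were higher in *Mu* active for each probe, 32.8 against 11.2 in *Mu killer*, 5.81 against 4.12, 4.36 against 3.48 and 8.63 against 4.92. A candidate explanation is that the probes also read transcripts of the *hMuDR* elements, which the paper places in every maize line. In that case the level in *Mu killer* would stay near that in *Mu* active for the coding regions. The mean log2 ratio of the 3 coding-region probes over both stages was -0.025, but it averages normalized ratios of both signs, while the medians above were lower in *Mu killer*, so *hMuDR* and *MuDR* transcripts cannot be told apart by these probes. All 4 probes were also well above background in the 8 *Mu* active samples, so an exchange of the assigned lines would not account for the signal. Incomplete silencing in some *Mu killer* plants, signal from transcripts of *Mu killer* itself and cross-hybridization to other transcripts also stay open, untested.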

How the results depend on the processing

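All alternatives below were set before the data were examined, except moderation of the variance over the probes on in both lines alone, which was chosen after seeing the values. Unless a test is described, the cause of a change was not tested.

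The numbers of on probes stayed within 1.5 times their reported values under the 6 other on rules, except with the cutoff of 5 SD at 2 mm, which gave 20427 in *Mu* active and 17824 in *Mu killer*. That cutoff also gave 1251 probes on in *Mu* active and not in *Mu killer* at 1 mm alone, an On/Off share of 20.26% over both stages, and stage-specific numbers in *Mu* active of 3324 (1 mm) and 480 (2 mm) and in *Mu killer* of 4894 and 347. Of its On/Off probes, 3.722% at 1 mm and 4.469% at 2 mm passed 1.5-fold and p under 0.05. The background SD recorded for each spot gave stage-specific numbers of 2964 and 551 in *Mu* active and 4716 and 399 in *Mu killer*, an On/Off share of 16.79%, and 3.029% and 1.987% of On/Off probes past 1.5-fold and p under 0.05. The negative controls gave 1.573% for the last share at 1 mm.

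The cutoff from the local background gave On/Off numbers for *Mu killer* of 399 at 1 mm (230 at this stage alone), 1682 at 2 mm (1513 alone) and 169 at both, and for *Mu* active of 1528 at 1 mm (1343 alone) and 892 at 2 mm (707 alone). Stage-specific numbers in *Mu* active were then 2664 and 553, and 1.505% and 1.709% of On/Off probes passed 1.5-fold and p under 0.05. Requiring all 4 replicates gave 1227 probes for *Mu killer* at 1 mm (1149 alone) and stage-specific numbers at 2 mm of 2338 in *Mu* active and 1508 in *Mu killer*. Taking off to mean well above background in none of the 4 replicates, which by its construction keeps only the clearest probes, left for *Mu killer* 4 probes at 1 mm (4 alone), 5 at 2 mm (5 alone) and 0 at both, and for *Mu* active 4 at 1 mm (3 alone), 65 at 2 mm (64 alone) and 1 at both. In total 8 probes at 1 mm and 70 at 2 mm were left, 0.2166% over both stages, and 12.5% and 2.857% of them passed 1.5-fold and p under 0.05.

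Of the Up/Down counts, an offset of 0 in place of 50 gave 760 at 1 mm (420 higher in *Mu killer*, 340 in *Mu* active), 3505 at 2 mm (1899 and 1606) and 273 at both stages, and 3.162% and 8.778% of On/Off probes then passed 1.5-fold and p under 0.05. The scanner log ratio gave 1032 (541 and 491), 4571 (2479 and 2092) and 389 at both stages, 1 and 1 after Benjamini-Hochberg adjustment, and shares of On/Off probes of 13.06% and 22.58%. Both settings leave out the offset that draws the ratios of dim probes toward 0. Without background correction the share at 2 mm was 0.8507%. The deposited normalized values gave 119 probes higher in *Mu* active at 1 mm and 1 after adjustment there. Fitting each stage alone, with fewer arrays behind the spread, gave 0 probes after adjustment at 1 mm and 0 at 2 mm, where 2578 and 3391 had an unadjusted limma p under 0.05, and an On/Off share of 0.3513% at 1 mm.

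Under median centering the change in log2 ratio of each probe on in both lines had a median of -0.15 at 1 mm and -0.19 at 2 mm, and the median log2 ratio went from -0.0013 to -0.083 at 1 mm and from -0.0046 to -0.12 at 2 mm. It gave 711 probes at 1 mm (91 higher in *Mu killer*, 620 in *Mu* active), 270 higher in *Mu killer* and 1898 in *Mu* active at 2 mm, and 233 at both stages. The share higher in *Mu* active was 87.2% and 87.55%, against 41.45% and 32.9% with loess. Under median centering the log2 ratio of MUDRA-21 at 2 mm turned to -0.034, that of MUDRA to -0.18 at 1 mm and -0.058 at 2 mm, and that of MUDRB at 2 mm to -0.27. The lower bound of the 1 mm probe on in *Mu* active and in no sample of *Mu killer*, 1.04-fold as reported, turned to -0.052 on the log2 scale, so no fold can be given for it.

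With each array left out in turn, the following ranges were found. On in *Mu killer* and not *Mu* active: 496 to 1130 at 1 mm and 424 to 1036 at 1 mm alone. On in *Mu* active and not *Mu killer*: 637 to 1160 at 1 mm, 486 to 938 at 1 mm alone and 151 to 344 at both stages. Each value farthest from the reported one came without 1 mm replicate 2, as 1130, 1036, 637, 486 and 151. Stage-specific numbers ranged in *Mu* active from 822 to 2732 at 1 mm and 361 to 1977 at 2 mm, and in *Mu killer* from 1446 to 3759 and 316 to 1590. Without 1 mm replicate 1 they were 2732, 361, 3759 and 316. In *Mu killer* they were also 1446 and 1590 without 2 mm replicate 1, and the 2 mm number was 515 without 1 mm replicate 2, 1527 without 2 mm replicate 2 and 1489 without 2 mm replicate 3.

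Up/Down counts ranged from 450 to 1075 at 1 mm (239 to 478 higher in *Mu killer*, 208 to 597 in *Mu* active, 1 to 4 after adjustment) and from 827 to 4629 at 2 mm (488 to 2226, 339 to 2403, and 1 to 3096 after adjustment), with 81 to 354 at both stages. Without 1 mm replicate 1 there were 1075 (478 and 597), 4 after adjustment and 354 at both stages. Without 1 mm replicate 2 there were 1 after adjustment and 81 at both stages. Without 2 mm replicate 3 there were 4629 (2226 and 2403), 3096 after adjustment and 295 at both stages, and without 2 mm replicate 4 there were 827, 488 of them higher in *Mu killer*. Leaving out any of replicates 1, 2 and 4 at 2 mm left 1 probe there after adjustment. An array of the other stage also moved these numbers through the shared fit. At 1 mm, 1 probe remained without 2 mm replicate 1, 2 or 4. At 2 mm, 6 passed without 1 mm replicate 1, 1 without 1 mm replicate 2, and 2 without 1 mm replicate 3 or 4. The share of On/Off probes past 1.5-fold and p under 0.05 ranged from 0.283% to 1.329% at 1 mm (1.329% without replicate 1, 0.283% without replicate 2) and from 0.222% to 1.222% at 2 mm (1.222% without replicate 3, 0.222% without replicate 4). The log2 ratio of MUDR-TIRA ranged from -0.84 (without replicate 4) to -0.17 (without replicate 3) at 1 mm and from -1.17 to -0.67 at 2 mm, that of MUDRA-21 from -0.35 to -0.18 at 1 mm and from 0.13 (without replicate 4) to 0.47 (without replicate 3, where it passed the adjusted threshold) at 2 mm, and that of MUDRB at 1 mm from -0.66 to -0.38. That of MUDRA at 2 mm ranged from 0.061 to 0.34. The log2 ratio of MUDRA at 1 mm ranged from -0.026 (without replicate 2) to 0.044 and that of MUDRB at 2 mm from -0.045 (without replicate 4) to 0.23.

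With the array not taken as a block, on single-channel values, 421 probes were called at 1 mm and 1427 at 2 mm, with 2 and 3 after adjustment. The deviations of both channels of an array from their group means correlated across probes between -0.0685 and 0.533, below 0.1 on the 1 mm arrays of replicates 1 and 3. The pairing comes from the shared array. For the stage difference, 375 probes then had an unadjusted limma p under 0.05, against 784 with the block. A_92_P041280 did not pass the adjusted threshold in it.

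With the variance moderated over the probes on in both lines alone, 484 and 1520 probes were called, 2 and 2 after adjustment, since A_92_P041280 no longer passed, and 4657 and 2848 without 2 mm replicate 3. The stage difference had 0 probes after adjustment in limma under the 11 alternatives that gave a value and with each array left out, with 375 to 4321 probes at an unadjusted p under 0.05. Fitting each stage alone gives no such test. The On/Off share could not be computed from the deposited normalized values. A_92_P012515 stayed lower in *Mu killer* and past the threshold under every alternative fit and filter but fitting each stage alone (log2 ratios of -4.85 and -4.47 there). With each array of the same stage left out it kept the threshold, with log2 ratios from -5.01 to -4.70 at 1 mm and from -4.55 to -4.39 at 2 mm. A_92_P014505 also lost the threshold with the scanner log ratio (-6.57 and -6.00), without 1 mm replicate 1 (-4.21) or 2 (-4.46), and without 2 mm replicate 1 (-3.85), 2 (-3.97) or 4 (-3.77). A_92_P041280 kept the adjusted threshold without background correction (-1.10), with the outlier spots kept or over probes on in at least 1 line (-1.12 each), and without 2 mm replicate 3 (-1.10). It lost it with an offset of 0, median centering, the scanner log ratio, the deposited normalized values, no dye term, each stage fitted alone, no block, no filter and moderation over the probes on in both lines, with log2 ratios from -1.45 to -1.10, and without 2 mm replicate 1 (-1.07), 2 (-1.13) or 4 (-1.19). Signal near background limits the On/Off calls, whose probes had median processed signals between 17.4 and 30.1.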

Differences from the paper's values

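The paper gives 381 transcripts on in *Mu killer* and not in *Mu* active at both stages, where 64 were found here. No alternative set before the data were examined came within 1.5 times of the paper's value, and the highest was 169, with the cutoff from the local background.

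For transcripts present in *Mu* active and absent in *Mu killer* at 1 mm alone, the paper gives 1156, and 738 were found. Among the alternatives set before the data were examined, the numbers within 1.5 times of the paper's were 1053 (background SD of each spot), 1343 (local background), 1251 (5 SD), 956 (all 4 replicates), 965 (at least 3 of 4 replicates), 938 (without 1 mm replicate 1), 808 (without 1 mm replicate 3) and 809 (without 1 mm replicate 4). The cutoff from negative controls, off meaning in no replicate, leaving out 1 mm replicate 2 and leaving out any 2 mm array did not come within 1.5 times.

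The paper states that 2% of the transcriptome was altered at 2 mm in the Up/Down class, and 4.31% was found. Of the alternatives set before the data were examined, leaving out 2 mm replicate 4 gave 2.41%, within 1.5 times of the paper's value, and the others did not. At 1 mm the paper states less than 1%, and 1.33% was found. The deposited normalized values gave 0.917%. The numbers of Up/Down probes were within 1.5 times of the paper's, with 1477 at 2 mm where the paper shows about 1300 in Fig. 8B, read by eye, and 456 at 1 mm where it shows about 390 in Fig. 8B, read by eye.

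For transcripts on in *Mu killer* and not in *Mu* active at 1 mm alone, the paper shows about 1800 in Fig. 8A, read by eye, and 636 were found, with none of the alternatives set before the data were examined within 1.5 times. At 2 mm alone the paper shows about 1500 in Fig. 8A, read by eye, and 361 were found. The cutoff from the local background, set before the data were examined, gave 1513, and the other alternatives did not come within 1.5 times.

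The paper has more transcripts on in *Mu killer* than in *Mu* active at 1 mm, whereas 33327 and 33635 were on here. The order was the paper's when all 4 replicates were required (31647 and 31642) and without 1 mm replicate 2 (34785 and 34292).

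In the paper, most changes appear to be complete suppression or activation. Of the On/Off probes here, between 96.99% and 99.6% in each direction and stage were well above background in at least 1 replicate of the line called not on. The paper also has fewer Up/Down than On/Off transcripts at 2 mm. The order was the opposite with an offset of 0 (3505 Up/Down and 2586 On/Off), with the scanner log ratio (4571 and 2586), without 2 mm replicate 3 (4629 and 2946) and when off meant in no replicate (1477 and 70). At 1 mm the order was also the opposite when off meant in no replicate (456 Up/Down and 8 On/Off).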

Other observations

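The tests of 1 mm replicate 1 and 2 mm replicate 3 and of the dye bias of TC313692 were chosen after the results were seen.

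Other splits of the 8 samples of a stage into 4 and 4 were fitted as single channels, 35 in all with the real one. As many Up/Down probes as in the real split were found in 9 of 35 splits at 1 mm and in 8 of 35 at 2 mm, and as many On/Off probes in 32 of 35 at 1 mm and in 9 of 35 at 2 mm, so chance cannot be excluded for these counts. With both samples of an array kept apart, as in the real design, 8 ways of assigning the lines remain per stage, too few to exclude chance. The Up/Down count was as high in 3 of 8 ways at 1 mm and 2 of 8 at 2 mm. The higher count at 2 mm was 3426 and arose with replicate 3 turned, when 1975 probes passed after Benjamini-Hochberg adjustment in place of 3. The On/Off count at 1 mm, 1708, was reached in 5 of 8 ways, the real one included, with up to 1866. At 2 mm it was highest in the real assignment, 2586 against at most 2441. The stage difference had 0 probes after adjustment in limma (784 at an unadjusted p under 0.05), so that all 15 of 15 ways of turning the arrays gave at least as many by construction, and this comparison tests nothing.

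A candidate explanation for the larger number of On/Off than Up/Down probes is the detection cutoff, with probes close to background called on in 1 line and not in the other by small differences in signal. In that case the median absolute log2 ratio of the On/Off probes would lie under that of a 1.5-fold change and most would not pass 1.5-fold with p under 0.05. The medians were 0.0615 at 1 mm and 0.0699 at 2 mm, and 0.761% and 0.464% of the probes passed. Under the alternatives the share passing was highest with the scanner log ratio, 13.1% and 22.6%, with medians of 0.40 and 0.54. Both medians still lay under a 1.5-fold change, but above the 0.239 and 0.341 of the probes on in both lines. The order was the opposite with the offset of 50 and the paper's on rule. With that offset and the cutoff of 5 SD, the On/Off medians were slightly higher, 0.1637 against 0.1625 at 1 mm and 0.2519 against 0.2446 at 2 mm. When off meant in no replicate, they were 0.1499 against 0.12 at 1 mm but 0.1127 against 0.1703 at 2 mm. The offset draws the ratios of dim probes toward 0, so the size of their differences is not settled. A biological change in weakly expressed genes stays open, untested.

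On 1 mm replicate 1 and 2 mm replicate 3, the ratios ran against those of the other arrays. Of the 50 probes that differed most surely between the lines over the other 7 arrays, 16 and 19 had the same direction on these arrays, against 34 to 47 on the remaining arrays. This number depends on how the 50 were chosen. Among probes with at least a 2-fold change, 16 and 30 had the same direction, and with the variance moderated over probes well above background in all samples, 15 and 26. In a fit over both stages, 2 probes passed after Benjamini-Hochberg adjustment with all arrays under either moderation. Without 1 mm replicate 1, 56 passed, and 54 under the second moderation. Without 2 mm replicate 3, 392 passed, but 2 under the second moderation. An exchange of the channels would have reversed A_92_P012515 of TC313692, which was lower in *Mu killer* on these arrays too, with log2 ratios of -5.78 and -4.03, so an exchange is argued against. A candidate explanation is a difference in developmental progress between the paired plants. After removal of the dye effect, the correlation across probes of the log2 ratio with the 2 mm over 1 mm difference was -0.161 for 1 mm replicate 1, with the other sign than the 0.164 to 0.368 of the remaining arrays. For 2 mm replicate 3 it was -0.0373, too small to decide. The correlations of the remaining arrays were at least as large in size as that of 1 mm replicate 1. A difference in progress between the lines may therefore enter their ratios too, which was not tested. Probes are not independent replicates, and the stage difference includes that of the slides.

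The lower level of TC313692 in *Mu killer* was tested for dye bias, which would turn its sign with the dye. For A_92_P012515 the mean log2 ratio was -5.19 on the arrays with *Mu killer* in Cy3 and -4.13 on those with *Mu killer* in Cy5, and for A_92_P014505 it was -4.35 and -3.89, so dye bias alone is argued against. Its direction rests on the assignment of the labels. A difference between the siblings in the allele of this gene, and an effect of silencing, may both give such a value and were not tested.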
